# Selective reduction of visceral adipose tissue with injectable ice slurry

**DOI:** 10.1038/s41598-023-43220-9

**Published:** 2023-09-28

**Authors:** Sara Moradi Tuchayi, Yeva Khachatryan, Ying Wang, R. Rox Anderson, Jialiang S. Wang, Marc N. Wein, Lilit Garibyan

**Keywords:** Metabolic syndrome, Obesity

## Abstract

Reduction in visceral adipose tissue (VAT) mass reduces body weight and metabolic disease risk in obese patients. However surgical removal of VAT is highly invasive and thus not clinically feasible. We developed an injectable ice slurry for selective reduction of adipose tissue through cryolipolysis. The aim of this study was to investigate safety, feasibility and mechanism of ice slurry-induced cryolipolysis of VAT. Perigonadal VAT in diet-induced obese mice and rats was subjected to slurry or sham treatment. Body weight and blood chemistry were monitored for 56 days post-treatment. Histological analysis and molecular studies were performed to elucidate mechanisms of fat reduction. Treatment of VAT was well tolerated in all animals. Slurry induced adipocyte cell death via selective cryolipolysis; significant weight loss was noted at day 21 post-treatment. RNA sequencing from treated VAT samples showed increased expression of genes involved in inflammation, immune response, collagen biosynthesis and wound healing, and decreased expression of adipokines. This study demonstrates that slurry treatment is safe and effective in inducing cryolipolysis of VAT and subsequent weight loss in mice. Ice slurry is promising as a minimally-invasive treatment to reduce visceral adipose tissue.

## Introduction

Obesity is a global epidemic. According to the World Heath Organization at least 2.8 million people die each year from being overweight or obese^1^. Obesity and overweight are defined by having excessive or abnormal fat accumulation that may impair health. Obesity is associated with numerous comorbidities that form metabolic syndrome and cause significant morbidity and mortality^2^. While obesity is characterized by enlargement of both visceral and subcutaneous adipose tissues, the visceral adipose tissue (VAT) is more strongly associated with development of the metabolic syndrome than subcutaneous adipose tissue^2,3^. Abdominal visceral obesity, the marker of VAT excess, is the major risk factor for systemic inflammation, insulin resistance, metabolic syndrome and cardiovascular disease^4,5^.

Weight loss results in reduced volume of both visceral and subcutaneous adipose tissues and reduces obesity comorbidities^6^. Current weight loss treatments include diet and lifestyle modification, anti-obesity medications, bariatric surgery, and implantable devices^7^. Adherence to diet and lifestyle treatments is challenging for most patients^8^. Although recent advances in anti-obesity medications are promising, these medications are costly and they are effective only for the duration of the therapy. In addition, these medications are associated with side effects and in many cases even contraindicated^9^. Invasie surgical procedures are associated with significant risk^10^. Most importantly, maintenance of weight loss regardless of the method used is difficult for most patients in long term^8^.

It is known that weight loss by reduction in abdominal VAT mass improves metabolic profile^4^. Intra-abdominal lipectomy has been shown to reverse insulin resistance in obese rodents and obese patients^11–14^. However, surgical removal of VAT is highly invasive thus not clinically practical. A simple method of inducing selective VAT loss without surgery or systemic side effects could be a desirable treatment in obese patients.

Adipose tissue is selectively susceptible to cold injury^15–17^. Our laboratory was the first to demonstrate that controlled topical cooling of adipose tissue induces subcutaneous fat reduction via cryolipolysis^18,19^. Selective cryolipolysis with topical cooling has been widely used in patients to reduce subcutaneous fat in various body parts^20,21^, and studies have not shown any changes in serum lipids or markers of liver function^22,23^. Although this non-invasive method of fat reduction is appropriate for targeting subcutaneous fat, VAT is well beyond the depth limit for treatment by topical cooling. We recently developed a novel method of selective fat reduction using a biocompatible injectable ice slurry^24^. Similar to topical cooling, slurry is able to induce cryolipolysis and selective reduction in subcutaneous adipose tissue without any damage to surrounding tissues^24^. Injection of slurry in subcutaneous adipose tissue was also shown to be safe in human subjects and effective in inducing cryolipolysis^25^. This simple and injectable method of selective fat reduction can potentially allow adipose tissue at any anatomic location to be targeted, thus expanding the medical indications and applications for which selective cryolipolysis can be used. In this study, we hypothesized that injectable ice slurry can be used for safe and effective reduction of VAT and lead to weight loss in obese mice. Using histological and transcriptomic studies we also sought to determine the potential mechanism of slurry induced VAT reduction.

## Methods

### Slurry production

Slurry composed of normal saline and 10% glycerol was made with a sterilized commercial slurry maker (Vollrath Frozen Beverage Dispenser; Vollrath Co, LLC, Sheboygan, WI) and a prototype sterile device (Sage Product Development Inc, Foxborough MA).

### Animal experiments

Animal studies were approved by Massachusetts General Hospital Institutional Animal Care and Use Committee (IACUC). All experiments were performed in accordance with the Guide for the Care and Use of Laboratory Animals published by the US National Institutes of Health. Authors complied with the ARRIVE guidelines. For mouse experiments, adult male diet-induced obese C57BL/6J mice 38-53g and 19 weeks old were purchased from the Jackson Laboratory (Bar Harbor, ME) and housed at MGH in accordance with animal care regulations. Animals were fed with the same high fat diet (rodent diet with 60 kcal% fat) for the duration of study. Twenty-seven mice were used in this study. Perigonadal adipose tissue on one side was exposed through an abdominal incision and it was submerged in slurry or room temperature control solution (melted slurry solution at 20 °C) for 10 min. Slurry treatment in mice was performed by topical application due to limitation of volume that can be injected into the mice without causing volume overload. Abdominal incision was closed with sutures after treatment. Body weight of animals was monitored for duration of the study. Animals were sacrificed at day 1, day 21, and day 56 post treatment. In comparison to mice, rats tolerate larger volumes of injection without becoming volume overloaded. Therefore, the slurry injection studies were performed in a rat model of obesity. For rat experiments, adult male Sprague-Daley rats 200g and 8 weeks old were purchased from the Charles River Laboratories (Wilmington, MA) and housed at MGH in accordance with animal care regulations. Animals were fed with high fat diet (rodent diet with 60 kcal% fat) for 9 weeks prior to the treatment and then for the duration of study. Twenty rats were used in this study. Perigonadal adipose tissue on one side was exposed through an abdominal incision, and injected with 10 ml of slurry prior to closing the incision with sutures. The untreated side served as control. To test the safety of slurry injections on kidney and liver function, and on lipid profile, blood samples were taken from rats treated with slurry at baseline and at different time points post treatment as mentioned above.

Animals were sacrificed at 24 h, 3 days, 7 days, 14 days, 1 month, and 2 months after treatment and samples were taken for histology and molecular studies. Carbon dioxide overdose followed by bilateral thoracotomy as secondary physical method was used as the method of euthanization for all animals in this study.

### Histology

Samples of perigonadal adipose tissue were fixed in 10% formalin, then processed and embedded in paraffin, and sectioned at 5 μm, deparaffinized and stained with hematoxylin and eosin (H&E). TUNEL staining of paraffin sections was done using Promega™ DeadEnd™ Fluorometric TUNEL System kit according to the manufacturer’s instructions (Promega, Madison, WI). A board-certified pathologist blindly assessed the biopsy samples for histologic changes.

### RNA-seq

RNA-seq libraries were constructed from total RNA using polyA selection followed by NEBNext UltraDirectional kit workflow (New England Biolabs, MA) and sequenced on the Illumina HiSeq 2500 instrument, resulting in approximately 30 million reads per sample on average. N = 3 biologic replicates were performed for each condition. Raw sequencing data were performed with quality control using FastQC/0.11.3. Transcripts were quantified using Salmon^26^. Salmon index for rat was generated based on the Ensembl fasta file for mRatBN7.2 (release 108). Differential expression analysis was performed using DESeq2^27^ package based on the criteria of false discovery rates (FDR) < 0.05.

Volcano plots and heatmaps were made using SRPlot (http://www.bioinformatics.com.cn/srplot) and ggplot2/tidyverse packages from Bioconductor and tidyverse (https://github.com/kevinblighe/EnhancedVolcano, https://ggplot2.tidyverse.org). Gene Ontology enrichment analysis was performed with Metascape^28^.

### Quantitative RT-PCR

To determine the mechanism of VAT tissue reduction based on the histological findings and RNA-seq data, we used quantitative RT-PCR to examine the expression level of pro-inflammatory cytokines that are known to play a role in the inflammatory response in adipose tissue and subsequent normal wound healing, including IL-6, IL-1 b, GM-CSF, MCP-1, IL-1 a, IL-10 and TNF a. Quantitative RT-PCR was used to assess the expression level of mRNA in perigonadal adipose tissue samples in mice at 1 day post treatment. TissueLyser II (Qiagen, Germantown, MD) was used to homogenize samples in Qiazol Lysis Reagent (Qiagen, Germantown, MD). RNeasy Lipid Tissue Mini Kit (Qiagen, Germany) was used for RNA isolation. To make cDNA, High-Capacity RNA-to-cDNA Kit (Applied Biosystems, Foster city, CA) was used with 1 μg of total RNA. For measuring mRNA expression levels LightCycler 480 SYBR Green I Master (Roche Diagnostics, Germany) and LightCycler 480 System (Roche Molecular Systems Inc, Pleasanton, CA) were used. List of primer sequences for SYBR green analysis is included in Supplementary Table 1. Reaction volume was 20μL (2μL cDNA with 18μL of SYBR green master mix and corresponding primers 2 μM) and reactions were performed in triplicates. All transcription levels were normalized to β-actin levels.

### Statistical analysis

Statistical analysis was performed using Prism 9 (GraphPad Software, Inc., La Jolla, CA). One-way ANOVA followed by Tukey's multiple comparisons test was used as test of significancy for weight change in mice fed with high fat diet in treated and sham groups compared to baseline. Student’s T-test was used to test significancy of difference in weight loss and expression level of pro-inflammatory cytokines in adipose tissue samples in mice between slurry treated compared to sham group. *P* < 0.05 was considered significant. Data are presented as mean ± standard deviation.

## Results

### Slurry induces cryolipolysis in VAT and subsequent weight loss in mice

Slurry treatment was tolerated well in mice. Mice did not demonstrate any clinical signs of distress, skin damage, bleeding or infection. Histological analysis of adipose tissue taken at day 21 post treatment was consistent with cryolipolysis, notable for panniculitis as previously seen in subcutaneous adipose tissue (Fig. 1A). Mice were fed with high-fat diet during the study to avoid any confounding bias due to diet change. Mice fed with high-fat diet are expected to have continued increase in body weight over time. Body weight in mice treated with slurry decreased significantly at 5 days post treatment with gradual increase to baseline level (Fig. 1B). Control mice treated with the same procedure, but using room temperature (RT) control solution (sham group) did not show significant decrease in body weight post treatment. Body weight of mice in slurry treatment group were significantly less than the sham group only at day 28 post treatment when normalized to its baseline (105.61% ± 6.68% vs. 114.99% ± 5.42%; *p* < *0.05*) and were not seen at later time points. It took 36 days for the slurry treated animals to achieve weight gain that was significantly higher than baseline, in contrast to 28 days for the control RT solution treated mice to obtain weight gain significantly higher than the baseline (Fig. 1B).

**Figure 1:**
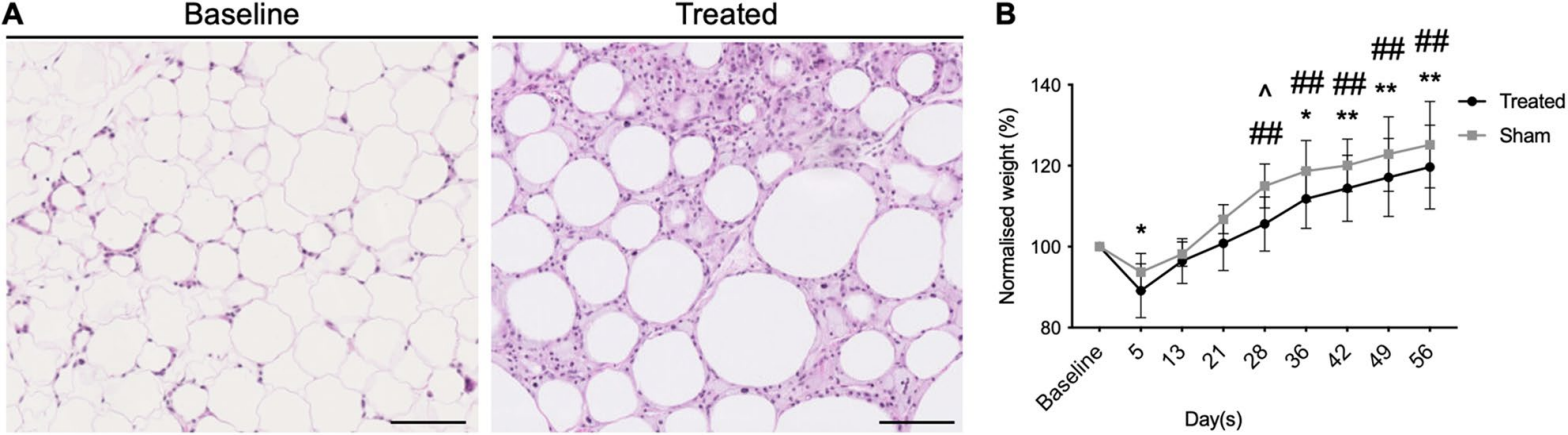
Slurry induces cryolipolysis of visceral adipose tissue and weight loss. (**A**) Representative images of adipose tissue in mice fed with high-fat diet at baseline and at day 21 post slurry treatment showing panniculitis around dying adipocytes; scale bar, 100 μm. (**B**) Graph shows weight change in mice fed with high fat diet in treated and sham groups. Data are presented as mean ± SD. n = 5 per group; * *P* < 0.05, ** *P* < 0.001 compared to baseline in slurry treated group and # *P* < 0.05, ## *P* < 0.001 compared to baseline in sham group by repeated measure one-way ANOVA followed by Tukey’s multiple comparisons test. ^ *P* < 0.05 slurry treated compared to sham group by Student’s T-test.

### Injection of slurry induces cryolipolysis in VAT in rats

Histology analysis in samples taken at different time points post slurry injection in rats showed changes consistent with cryolipolysis, marked by panniculitis with abundance of inflammatory cells including lipid-laden macrophages, followed by normal wound healing process with evidence of new collagen deposition as previously described in subcutaneous fat treatments (Supplementary Fig. 1)^29^.

### Injection of slurry does not affect blood chemistry

Blood chemistry analysis showed no adverse effect on level of alkaline phosphatase (ALP), Alanine transferase (ALT), blood urea nitrogen (BUN), creatinine, total cholesterol, and triglyceride after injection of slurry at any of the time points tested when compared to baseline (Table 1). Since these rats were on high-fat diet they did have elevated baseline levels of ALP and triglyceride which did not change with treatment (Table 1).

**Table 1:** Blood chemistry in rats injected with slurry. n = 2–3 per group.

Timepoint	ALP (U/l)	ALT (U/l)	BUN (mg/dl)	Creatinine (mg/dl)	Total cholesterol (mg/dl)	Triglyceride (mg/dl)
Baseline	377.35 ± 123.49	34.00 ± 6.34	20.81 ± 7.38	0.49 ± 0.24	83.18 ± 14.19	202.59 ± 76.65
24 h	226.67 ± 92.59	107.00 ± 19.00	31.80 ± 20.03	0.67 ± 0.25	87.00 ± 18.49	137.00 ± 43.69
3 d	145.67 ± 50.68	30.33 ± 2.05	14.47 ± 3.72	0.53 ± 0.05	99.67 ± 14.97	86.00 ± 25.67
7 d	203.33 ± 81.79	35.67 ± 5.44	21.17 ± 3.47	1.00 ± 0.08	70.33 ± 13.10	189.67 ± 49.37
14 d	408.67 ± 31.94	29.5 ± 1.50	22.90 ± 1.94	0.43 ± 0.05	80.00 ± 12.33	221.33 ± 79.37
1 m	398.00 ± 92.00	39.33 ± 1.70	36.50 ± 13.00	1.10 ± 0.7	72.67 ± 4.78	173.00 ± 21.74
2 m	357.33 ± 52.50	37.67 ± 0.47	24.53 ± 3.03	0.43 ± 0.09	87.33 ± 9.84	188.67 ± 92.40
2 m UT	404.00 ± 51.00	44.00 ± 8.00	33.00 ± 3.30	0.70 ± 0.10	92.50 ± 6.50	162.50 ± 9.50

### RNA Sequencing profile of adipose tissue after injection of slurry

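Total RNA from rat perigonadal fat was sequenced in 12 libraries, 3 from untreated control adipose tissue and 3 each from slurry treated tissue at day 1, day 3 and day 14 post treatment. Salmon, which assigns reads to annotated transcripts without aligning them to the genome, was used by the authors with an index of the Ensembl rat transcripts. The authors deposited, for each library, an estimated count, a TPM value and an effective length for each of 46726 transcripts. The total estimated count was 22715819, 26559350 and 25874329 in the untreated control libraries 1 to 3, and 25598337, 23009910 and 20466915 at day 1. It was 26216660, 22395408 and 28802360 at day 3, and 21057277, 25826040 and 26729799 at day 14. The mean was 24604350 assigned reads per library. The average depth stated in the paper refers to sequenced reads, of which these are the part assigned to transcripts.

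The estimated counts were rounded to whole numbers, normalized for library size by edgeR's TMM method and tested per transcript in 1 fit of the 12 libraries, with the quasi-likelihood test and Benjamini-Hochberg adjustment. The edgeR filter on low counts kept 28016 transcripts. The files list transcripts by Ensembl identifier and do not pair them with genes or gene names. The table of gene symbols at hand is for an assembly of Rattus rattus, and the paper's Supplementary Table 2 lists genes. Of the 46726 identifiers, 0 were found in the first and 0 in the second. This does not tell whether another table would pair them with genes. Counts were therefore not summed per gene, and the expression of genes named in the paper is not analysed here. Salmon divides reads shared by transcripts of the same gene among them, and this division can differ between libraries. Between 1148 and 1365 of the tested transcripts, depending on the group, had at most 3 counts in 1 library and at least 100 in another library of the same group. Whether this division or variation between animals lies behind these transcripts was not tested. The paper states 3 biologic replicates per condition, and each library was counted as a separate sample on that basis. It also says that in rats the untreated side served as control, so a control library may share its animal with a slurry library. Neither the paper nor the labels say which libraries, if any, share an animal. The counts of no pair within a group were within sampling noise, with a chi-square per degree of freedom between 42.9 and 213 over the 12 pairs, which excludes duplicate counts but not repeat libraries of 1 sample.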

RNA-sequencing was performed on samples collected at day 1, day 3 and day 14 post treatment to analyze changes in transcriptional profiles with slurry treatment. 

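The 500 transcripts with the largest variance of log2 CPM (prior count 2) were used for principal components of the 12 libraries. PC1 held 22.7% and PC2 12.5% of their variance. The groups accounted for 37.0% of the squared distances between libraries over these transcripts, against a median of 26.9% when the group labels were permuted (one-sided permutation test over 100000 permutations, p = 0.00439). The mean distance was 111 between libraries of the same group and 121 between libraries of different groups. For 7 of the 12 libraries, the nearest library belonged to the same group, among them the 3 libraries of day 3 and the 3 of day 14. Replicates 1 and 2 of day 1 were nearest to replicate 2 of the untreated control, and replicate 3 of day 1 was nearest to replicate 1 of day 3. Of the untreated control, replicate 2 was nearest to replicate 1 of day 1 and replicate 3 was nearest to replicate 3 of day 1. With each library left out in turn, the share of PC1 stayed between 20.6% and 24.7%. The choice of transform moved it most, to 38.7% with DESeq2's variance-stabilized counts.

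**Figure D1:**
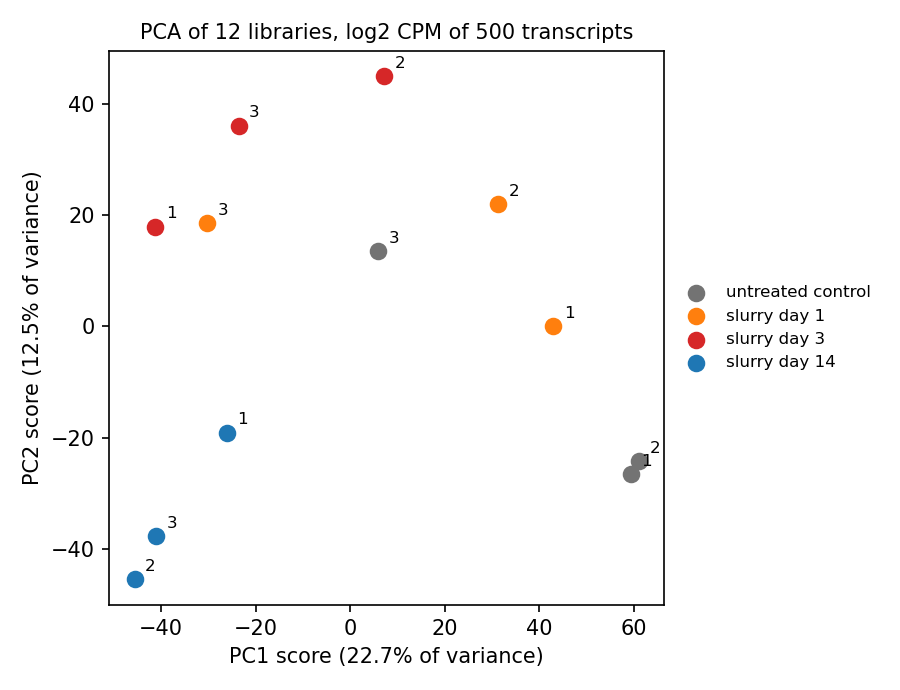
Scores of the 12 libraries on PC1 (horizontal axis, 22.7% of variance) and PC2 (vertical axis, 12.5% of variance), from log2 CPM of the 500 most variable transcripts. Each point is a library, coloured by group and labelled with its replicate number, and the 3 libraries of day 14 sit at the lower left.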

Principle Components Analysis (PCA) showed that RNA-seq libraries are clustered into different groups based on days post slurry injection (Supplementary Fig. 2). 

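Per transcript, the thresholds of more than 2-fold change and adjusted p under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) were passed by 1 of 28016 transcripts at day 1, 4 at day 3 and 193 at day 14, each against untreated control (n = 3 libraries per group). The 1 transcript at day 1 was higher after slurry. At day 3, 3 transcripts were higher and 1 was lower, and at day 14, 109 were higher and 84 lower. An unadjusted p under 0.05 was reached by 2178 transcripts at day 1, 4691 at day 3 and 4763 at day 14. The groups did not overlap in 12.1% of all tested transcripts at day 1, 28.8% at day 3 and 25.8% at day 14, where chance gives 10% for 3 libraries against 3. These numbers depended on the test. With DESeq2's size factors and Wald test on the same counts, 416 transcripts passed the thresholds at day 1, 1799 at day 3 and 1790 at day 14. With 1 library left out in turn, edgeR's number ranged from 3 to 33 at day 1 (6 higher and 27 lower for the 33, without replicate 2 of day 1), from 3 to 21 at day 3 and from 15 to 337 at day 14. The balance of directions at day 14 moved with it, from 4 higher and 11 lower without replicate 2 to 233 higher and 104 lower without replicate 3. With only the 2 compared groups in the fit, 0 transcripts passed at day 1 (1257 with an unadjusted p under 0.05), 903 at day 3 (308 higher, 595 lower) and 0 at day 14 (4243 with an unadjusted p under 0.05). In simulated counts with these depths, in which 200 transcripts were changed 8-fold, edgeR recovered 79.5% of them and made 0 false calls among 25541 transcripts tested. The changed transcripts were drawn from those above a minimum expression in the controls. Counts were independent draws with edgeR's own dispersion estimates, without division of reads among transcripts. The simulation therefore does not give the power or the rate of false calls in the real counts.

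For scale, 3 transcripts chosen after their values were seen are given by identifier, since no gene name was at hand. ENSRNOT00000107207.1 had 20.0 ± 7.12 CPM (SD, n = 3) at day 1 and no count in the control libraries. It was at least 164-fold higher, taking 3 counts as the floor (adjusted p = 0.00145 from edgeR). At day 14, ENSRNOT00000105301.1 had 45.6 ± 15.4 CPM (SD, n = 3), also with no count in the controls, and was at least 374-fold higher (adjusted p = 0.0172 from edgeR). ENSRNOT00000000514.7 had 33.8 ± 5.73 CPM (SD, n = 3) in the controls and no count at day 14, so that it was at least 277-fold lower (adjusted p = 0.0372 from edgeR). A transcript without counts does not show that its gene is silent, because the reads of a gene can be assigned to its other transcripts. From the numbers of differentially expressed genes in its own analysis, the paper goes on to the processes that change on each day.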

The number of differentially expressed genes (> 2-fold, FDR < 0.05) between untreated control adipose tissue versus slurry treated adipose tissue at day 1, day 3 and day 14 post treatment were 59, 1185, and 1116, repectively (Fig. 2A and Supplementary Table 2).

**Figure 2:**
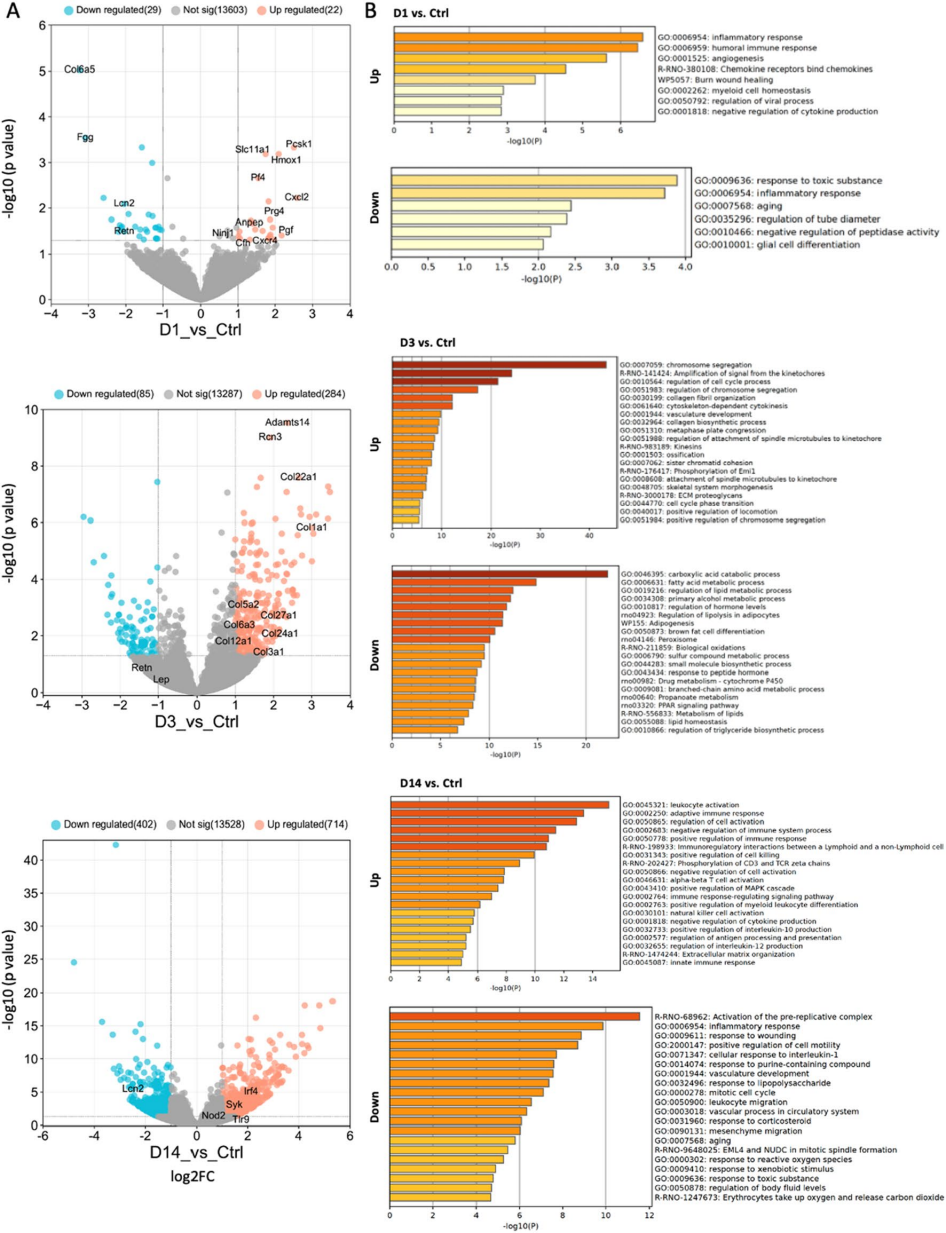
(**A**) RNA-seq was performed on control, D1, D7 and D14 rats. Volcano plots demonstrate differentially expressed genes (red data points) in each comparison. (**B**) Gene Ontology of differentially expressed genes.

On the basis of gene ontology analysis, genes involved in inflammatory and immune response (GO:0006954) were the most upregulated genes at day 1 post treatment (Fig. 2B and Supplementary Fig. 3). Among these genes are Hmox1 (Heme Oxygenase 1), Cxcl2 (C-X-C Motif Chemokine Ligand 2), Slc11a1 (Solute Carrier Family 11 Member 1), Pf4 (Platelet factor 4), and Pcsk1 (Proprotein Convertase Subtilisin/Kexin Type 1) (Fig. 2A and Supplementary Fig. 3). Notably, Pcsk1 and Hmox1 play important roles in preventing obesity and metabolic disease^30,31^. Hmox1 is also involved in angiogenesis (GO:0001525) along with Ninj1 (Ninjurin 1), Cxcr4 (C-X-C chemokine receptor type 4), Anpep (Membrane alanyl aminopeptidase), Pgf (Placental Growth Factor), and Cfh (Complement factor H) and wound healing (GO:0042060) with Cxcl2, Cfh, Slc11a1, Pf4 (Fig. 2A and B). Other highly expressed genes at day 1 post treatment were genes involved in Chemokine and chemokine receptor interaction (R-RNO-380108) including Prg4 (Proteoglycan 4) (Fig. 2A and B). Highly downregulated genes at day 1 included genes associated with obesity including Col6a5 (collagen type VI alpha 5 chain), Fgg (Fibrinogen Gamma Chain), and adipokines Lcn2 (Lipocalin 2) and Retn (resistin) (Fig. 2A)^32–34^.

On day 3 post slurry treatment cellular responses such as fatty acid metabolic process (GO:0006631), regulation of lipolysis (rno04923) and triglyceride biosynthetic process (GO:0010866) in adipocytes were significantly downregulated (Fig. 2B). Among most downregulated genes were adipokines including Lep (leptin), Retn (resistin), and RBP4 (retinol binding protein 4) (Fig. 2A). Processes such as regulation of cell cycle (GO:0010564), regulation of cell division (GO:0051302), vasculature development (GO:0001944) and angiogenesis (GO:0001525) were upregulated at day 3 (Fig. 2B). In addition, there was significant upregulation of genes involved in collagen biosynthesis and organization (GO:0032964 and GO:0030199) including genes such as Col1a1 (collagen type I alpha 1 chain), Col3a1 (collagen type III alpha 1 chain), Col5a2 (collagen type V alpha 2 chain), Col6a3 (collagen type VI alpha 3 chain), Col12a1 (collagen type XII alpha 1 chain), Col22a1 (collagen type XXII alpha 1 chain), Col24a1 (collagen type XXIV alpha 1 chain), Col27a1 (collagen type XXVII alpha 1 chain) (Fig. 2A and B and Supplementary Fig. 3). Among most highly expressed genes at this time point was Adamts14 (a disintegrin and metalloproteinase with thrombospondin type 1 motif 14) which is involved in collagen fibril organization (GO:0030199) and Rcn3 (reticulocalbin 3) that is involved in collagen biosynthesis (GO:0032964) along with Col1a1 and Col22a1 (Fig. 2A and B).

On day 14 post treatment which is the peak of inflammatory response post slurry injection, there was significant upregulation in expression of genes involved in regulation of immune response (GO:0002683, GO:0050778, and GO:0002764), positive regulation of cell killing (GO:0031343), negative regulation of cytokine production (GO:0001818) (Fig. 2B). Notably, there was significant upregulation of genes involved in positive regulation of interleukin-10 production (GO:0032733) including Syk, Irf4, Nod2, Tlr9 (Fig. 2A and B). Among genes with downregulated expression at day 14 were genes involved in cellular response to interleukin-1 (GO:0071347) including IL-6 (Fig. 2A and B). In addition, there was downregulation of adipokine Lcn2 (Lipocalin 2) at day 14 (Fig. 2A).

### Slurry induces cell death and increased levels of pro-inflammatory cytokines in adipose tissue

Mice in slurry treatment group showed increased level of the pro-inflammatory cytokines that are known to play role in inflammatory response in adipose tissue and subsequent normal wound healing including IL-6, IL-1 b, GM-CSF, MCP-1, IL-1 a, IL-10, and TNF a in perigonadal adipose tissue at day 1 post treatment in comparison with the sham group, consistent with RNA-Seq data (Fig. 3A).

**Figure 3:**
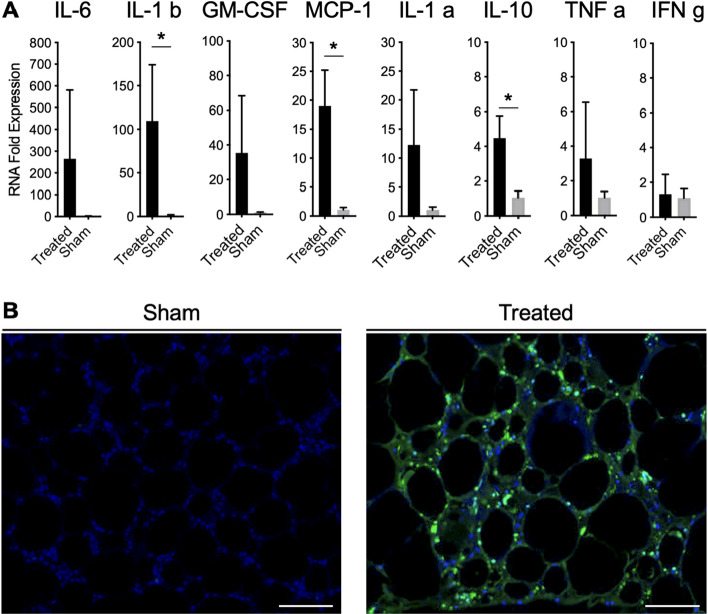
Slurry Induces cell death in adipocytes. (**A**) Graphs show expression level of pro-inflammatory cytokines in adipose tissue samples of slurry treated group at day 1 post treatment. Data are presented as mean ± SD. n = 3–4 per group; * *P* < 0.05 compared to baseline values by Student’s T-test. (**B**) Representative images of TUNEL stained adipose tissue samples in mice in slurry treated and sham groups at day 1 post treatment. TUNEL positive nuclei fragments are marked in green; scale bar, 100 μm.

To examine if expression of these pro-inflammatory markers was associated with adipocyte cell death, TUNEL staining was performed. Slurry treatment induced adipocyte cell death, marked by presence of TUNEL positive nuclei at day one post treatment in mice (Fig. 3B), which was not seen in the RT control solution treated mice.

## Discussion

In this study ice slurry injection was a safe and effective method to produce cryolipoysis for selective reduction of VAT, leading to weight loss. This is the first report of successful use of ice slurry for targeting VAT and inducing weight loss. Furthermore, ice slurry treatment induced visceral adipocyte cell death as early as day 1 post treatment, associated with increased expression of pro-inflammatory markers in adipose tissue, followed by significant upregulation of genes involved in neocollagenesis and angiogenesis at later time points. Since VAT is strongly associated with obesity and metabolic syndrome, the results of this study offer the possibility of injecting slurry into abdominal VAT for targeted reduction thus improving not only weight but possibly also metabolic disease. Many more safety and feasibility trials will be required in large animals to demonstrate that injection of slurry into abdominal VAT will not pose a risk to surrounding organs or vessels. Adding image guidance such as ultrasound can help reduce the challenges associated with precise needle placement into abdominal VAT. Given that slurry is selective to targeting only adipose tissue makes this a potentially viable treatment.

Slurry-induced cryolipolysis in VAT is consistent with our previous findings of subcutaneous adipose tissue reduction with slurry treatment^24^. Histological analysis showed inflammatory infiltrate in VAT consistent with panniculitis (Fig. 1A). There was abundance of inflammatory cells including lipid-laden macrophages at day 7 followed by normal wound healing process that is similar to histological changes in subcutaneous adipose tissue (Supplementary Fig. 1)^24^.

Cryolipolysis of VAT by slurry induced weight loss in high-fat diet fed mice (Fig. 1B) which was not sustained, likely because mice were treated with slurry only once and continued on high-fat diet throughout the duration of the study. In a clinical setting, patients would be able to have multiple treatments and will likely be advised to modify their diet after treatment to allow for more sustained weight loss after VAT reduction. Future studies are required to determine the efficacy of multiple treatments.

We speculate the weight loss to be in part caused by reduced VAT mass itself which is supported by our finding of adipocyte cell death marked by positive TUNEL staining in slurry treated VAT. In addition, changes in expression of biologically active adipokines secreted by VAT could be another contributing factor in causing weight loss. Adipokines are peptides produced by adipose tissue that are known to systemically affect body weight by regulating the metabolism of tissues and organs^35^. Examples of adipokines are leptin, adiponectin, resistin, visfatin, and retinol-binding protein^36^. Obese patients have increased level of adipokines secreted by excess VAT volume and decreased expression of these adipokines by reduction of VAT is known to improve metabolic profile^35^. To investigate the mechanism of slurry induced reduction of VAT, RNA-sequencing was performed on rat perigonadal fat samples collected after slurry treatment and compared to untreated controls. We found decreased expression of multiple adipokines at different time points post slurry treatment. At day 1, resistin and lipocalin were downregulated; at day 3 there was decreased expression of resistin, leptin and retinol-binding protein and at day 14 lipocalin was downregulated.

In addition to adipokines, increased expression of genes such as Pcsk1 and Hmox1, which play important roles in preventing obesity and metabolic disease, could potentially contribute to reducing the risk of metabolic disease post slurry treatment^30,31^. Pcsk1 that is increased as early as day 1 after slurry treatment encodes a protease named prohormone convertase 1/3 that in turn activates prohormones including proinsulin and proglucagon. Level of Pcsk1 expression in adipose tissue is generally low and it is mostly expressed in neural and endocrine tissues^37^. Patients with genetic Pcsk1 deficiency experience obesity due to decreased proinsulin processing^30^, and a recently FDA-approved medication named setmelanotide is used as treatment for these patients^38^. Hmox1that is increased after injection of slurry is a heme oxygenase and antioxidant which maintains insulin sensitivity and its deficiency causes metabolic disease^31^. Moreover, some of the down-regulated genes including Col6a5 and Fgg are associated with obesity. Col6a5 codes collagen type VI alpha 5 chain. Expression of Col6a5 in adipose tissue is associated with obesity, and insulin resistance^32^. Fgg that codes fibrinogen gamma chain was another gene with decreased expression that is associated with diet induced obesity^33^.

In a recent study in which authors applied topical cooling on VAT in a swine model of metabolic disease, it was reported that the cooling of VAT induced 30% loss in mesenteric fat volume, improved insulin sensitivity and blood pressure in this model^39^. Although authors of this study did not show weight loss or check for changes in expression of adipokines and genes associated with obesity that led to improved metabolic disease profile in these swine, this study provides proof for the notion that reduction of VAT with cooling in this swine model does promote concomitant reduction in insulin resistance and metabolic syndrome risk. Our findings provide a potential new and practical method of selective and targeted reduction of viscleral fat that can lead to weight loss and improved methabolic disease profile. Unlike topical cooling, injectable slurry can make such procedures minimially invasive and less time consuming to perform.

Studying the mechanism of slurry induced cryolipolysis showed increased expression of genes regulating the inflammatory and fibrotic responses at different stages of wound healing process. These findings are consistent with slurry induced adipocyte cell death that is associated with increased level of pro-inflammatory cytokines including IL-6, IL-1 b, GM-CSF, MCP-1, IL-1 a, IL-10, and TNF a in q-PCR data at day 1. These pro-inflammatory cytokines are needed for influx and differentiation of inflammatory cells including macrophages in adipose tissue that promote clearance of cell debris, and initiate normal wound healing^40^. Slurry induced adipocyte cell death explains the presence of lipid-laden macrophages in VAT after slurry treatment seen on histology which is consistent with our previous findings of slurry injection in subcutaneous adipose tissue^24^. Consistent with the normal wound healing process, slurry treatment turned on neocollagenesis as early as day 3 post treatment as seen in the RNA-Seq results. We had previously reported that neocollagenisis was present after ice-slurry treatment of subcutaneous adipose tissue, supporting the reduced laxity of tissue seen after cryolipolysis^29^. Increased expression of Col1a1 has been reported as a result of cryolipolysis of subcutaneous adipose tissue using topical cooling^41^. Among the genes upregulated by slurry treatment, presence of Prg4 was noticeable as early as day 1. Prg4 is a proteoglycan that enhances connective tissue regeneration while suppressing scar formation^42^. This finding hints on controlled neocollagenesis caused by slurry without risk of scar formation. Similar to the controlled wound healing process, immune response following slurry treatment shows a controlled pattern. The inflammatory response peaked at day 14 as seen on histology (Supplementary Fig. 1), which corresponded with significant changes in expression of genes involved in regulating immune response in RNA-seq data. Most importantly, there was upregulation of genes involved in positive regulation of IL-10, including Syk, Irf4, Nod2, Tlr9 at day 14 post slurry treatment to maximize the level of IL-10 that had already started to rise as early as day 1^43^. IL-10 is the cytokine with strong anti-inflammatory properties that plays a crucial role in supressing host immune response and preventing damage to the host and maintaining normal tissue homeostasis^43^. The peak in expression of IL-10 at day 14 post-slurry treatment likely leads to the controlled supression of the immune response which is critical for avoiding a chronic inflammatory state.

Treatment of VAT with slurry, similar to subcutaneous adipose tissue^24^, did not induce any observable local or systemic side effects or lab chemistry abnormalities. The safety of the slurry was confirmed by a recent human study in which slurry was safely injected into subcutaneous adipose tissue^25^. Although more studies are needed to investigate the safety of using slurry to target fat in other areas of the body such as visceral fat, the data from this study and the pre-existing human safety study for subcutaneous adipose tissue, make the translation of our technology to human patients for reducing VAT possibly attainable in near future. We speculate that contraindications for using large volumes of injectable slurry could include chronic kidney disease and congestive heart failure as slurry consists of a hypertonic solution. Other contraindications are known history of cold sensitivity, cryoglyobulenima, and cold induced vasculitis. A limitation of our study was that we used a surgical approach to expose VAT for slurry treatments since we were working with small animal models that make injections of 10ml slurry challenging. However, in patients, we envision the use of laparoscopy or image guidance to inject or infuse ice slurry directly into the intra-abdominal cavity to selectively target and reduce intra-abdominal VAT. We have previously shown that due to the presence of ice particles, slurry can easily be visualized using ultrasound^29,44^. Although ice slurry is a selective treatment, the safe placement of the needle into the abdominal VAT while avoiding any injury by the needle to important anatomic structures will require further testing and development. In our future study, we plan to examine the feasibility of slurry injection in visceral fat under ultrasound guidance in large animal models.

## Conclusion

In this study we showed that the initial safety, feasibility and mechanism of ice slurry-induced cryolipolysis of VAT in rodents. Although more studies will be needed in large animals to demonstrate the safety and feasibility of this approach, slurry could potentially serve as a novel method for safe and selective reduction of abdominal VAT in obese patients that cannot tolerate current obesity treatment methods.

### Supplementary Information

Supplementary Information 1.

Supplementary Information 2.

Supplementary Information 3.

Supplementary Information 4.

Supplementary Information 5.

## Data Availability

All data are available in the main text or supplementary materials. RNA-Seq data have been deposited in the Gene Expression Omnibus (GEO) with the accession number of GSE240955.

# Supplementary material for: Selective reduction of visceral adipose tissue with injectable ice slurry
**Source:** Sci Rep. 2023 Sep 28;13:16350. doi: 10.1038/s41598-023-43220-9
**Supplement:** Supplementary file 1 — Supplementary Information 1.

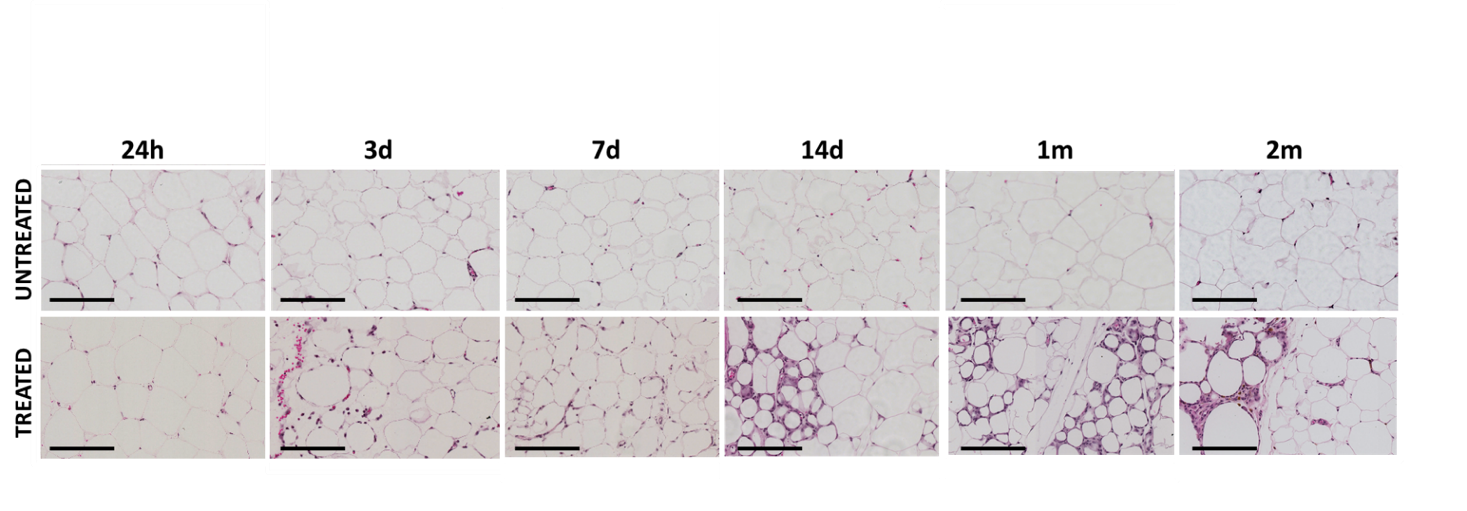

Supplementary Figure 1. Injection of slurry induces cryolipolysis of visceral adipose tissue. Representative images of adipose tissue in rats fed with high-fat diet at baseline and post slurry treatment; scale bar, 100 μm.

# Supplementary material for: Selective reduction of visceral adipose tissue with injectable ice slurry
**Source:** Sci Rep. 2023 Sep 28;13:16350. doi: 10.1038/s41598-023-43220-9
**Supplement:** Supplementary file 2 — Supplementary Information 2.

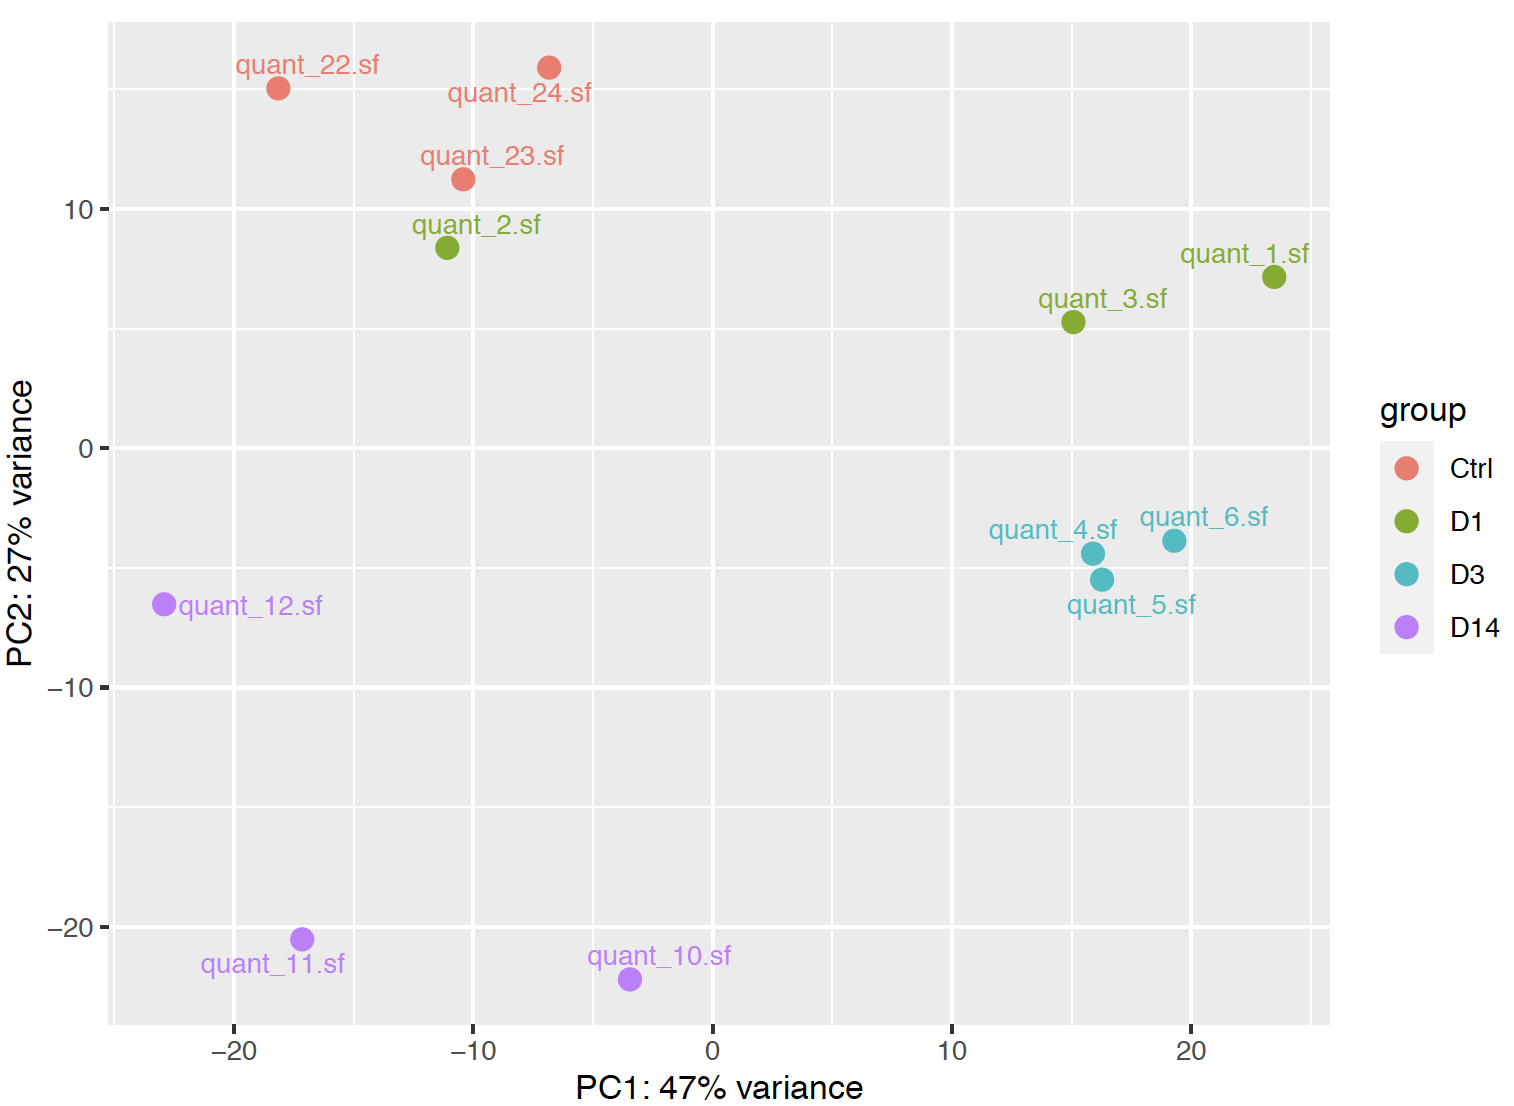

Supplementary Figure 2. Principle Components Analysis (PCA) showed that RNA-seq libraries are clustered into different groups based on days post slurry injection. Each dot represents one library. Replicates from the same group are highlighted with the same color.

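The plot in Supplementary Fig. 2 places each RNA-seq library by its scores on the first principal components, the directions along which the libraries differ most. Libraries with similar expression across the genes used lie close together. On DESeq2's variance-stabilized counts per transcript, PC1 held 38.7% and PC2 24.9% of the variance of the 500 most variable transcripts. The 3 libraries of day 14 had the lowest PC2 scores, from -24.8 to -18.2, and the nearest library on these components was another day 14 library for each of them. On PC1 the untreated control libraries had scores of -27.0, -19.0 and -11.2, and the day 3 libraries 19.1, 18.1 and 20.6. The day 1 libraries had PC1 scores of 17.6 and 15.4 for replicates 1 and 3 and -15.3 for replicate 2, which was nearest to replicate 3 of the untreated control. On these components 6 of the 12 libraries had a nearest library of their own group.

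**Figure D2:**
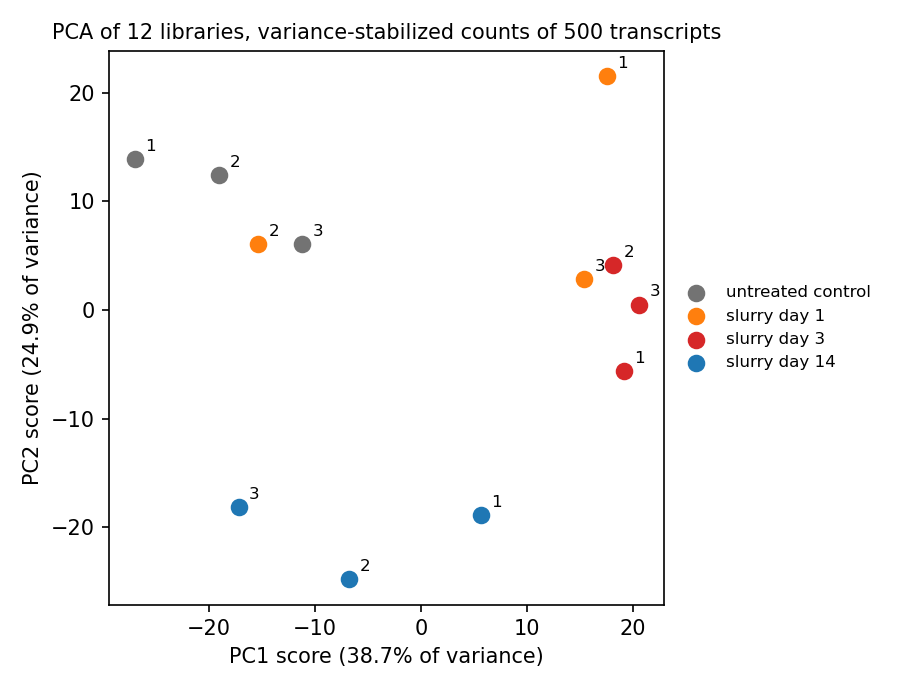
Scores of the 12 libraries on PC1 (horizontal axis, 38.7% of variance) and PC2 (vertical axis, 24.9% of variance), from variance-stabilized counts of the 500 most variable transcripts. Each point is a library, coloured by group and labelled with its replicate number, and replicate 2 of day 1 sits at -15.3 on PC1, among the untreated control libraries.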

# Supplementary material for: Selective reduction of visceral adipose tissue with injectable ice slurry
**Source:** Sci Rep. 2023 Sep 28;13:16350. doi: 10.1038/s41598-023-43220-9
**Supplement:** Supplementary file 3 — Supplementary Information 3.

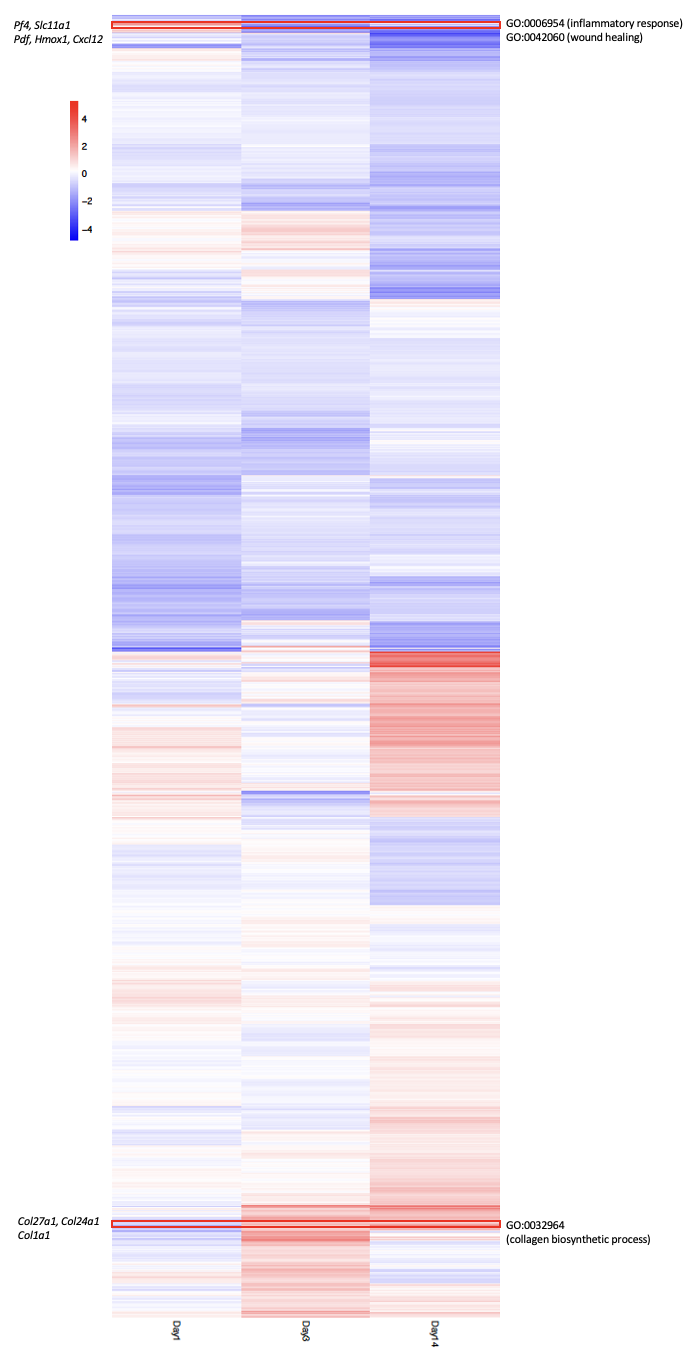

Supplementary Figure 3. Heatmap of all annotated genes. Genes involved in inflammatory response are upregulated at D1 and downregulated at D14 while genes involved in collagen biosynthesis process are upregulated at D3.

# Supplementary material for: Selective reduction of visceral adipose tissue with injectable ice slurry
**Source:** Sci Rep. 2023 Sep 28;13:16350. doi: 10.1038/s41598-023-43220-9
**Supplement:** Supplementary file 4 — Supplementary Information 4.

Supplementary Table 1. RT-PCR Primer sequences

| Gene Primer | Sequences (5′ → 3′) |
| --- | --- |
| *IL-6* | F: GCTACCAAACTGGATATAATCAGGA  R: CCAGGTAGCTATGGTACTCCAGAA |
| *IL-1b* | F: TCTAACTGGCAAACCCAAACTT  R: AGTCCCACTGTCCGTCTCAAT |
| *GM-CSF* | F: GGCCTTGGAAGCATGTAGAGG  R: GGAGAACTCGTTAGAGACGACTT |
| *MCP-1* | F: GTGTTGGCTCAGCCAGATGC  R: GACACCTGCTGCTGGTGATCC |
| *IL-1a* | F: GCACCTTACACCTACCAGAGT  R: AAACTTCTGCCTGACGAGCTT |
| *IL-10* | F: GCTCTTACTGACTGGCATGAG  R: CGCAGCTCTAGGAGCATGTG |
| *TNF α* | F: ACCACGCTCTTCTGTCTACTGA  R: TCCACTTGGTGGTTTGCTACG |
| *IFN g* | F: ATGAACGCTACACACTGCATC  R: CCATCCTTTTGCCAGTTCCTC |
| *β-actin* | F: CCTTCTTGGGTATGGAATCCTGT  R: CACTGTGTTGGCATAGAGGTCTTTAC |

How the deposited data were processed for this re-analysis (not part of the article)

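RNA-seq was performed on perigonadal fat of rats fed a high-fat diet, in 4 groups of 3 libraries: untreated control and slurry treated tissue at day 1, day 3 and day 14. Samples were assigned to groups from the labels of the series, which match the groups in the paper's results. The legend of Fig. 2 names day 7 in place of day 3. The labels give Rattus rattus as the organism, while the paper states Sprague-Dawley rats and a Salmon index of Ensembl transcripts of mRatBN7.2.

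The authors quantified transcripts with Salmon and deposited 1 table per library. Its estimated count is the number of reads the authors' Salmon run assigned to a transcript, without normalization. The deposited TPM values, which sum to 1000000 in each library, are scaled for transcript length and depth and were not tested. The deposited effective lengths were used only for an offset in DESeq2 and for a check of fragment lengths. The Salmon version is not stated in the paper's text. Total estimated counts were between 20466915 and 28802360 per library.

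The estimated counts were rounded to whole numbers. The files do not pair the 46726 transcript identifiers with genes or gene names. The table of gene symbols at hand, for 32100 genes of an assembly of Rattus rattus, held 0 of them, and Supplementary Table 2 lists gene identifiers and not transcripts. Therefore the test set for genes before the data were examined was run per transcript, as that plan provided where no transcript-to-gene table is given. The plan for named genes covered each gene the paper names and the 3 largest rises and falls with a symbol on each day. A numerical match of summed neighbouring transcripts to the mean counts listed in Supplementary Table 2 was also tried, with the listed fold changes used to choose among candidates. It does not pair identifiers with names and was not used. Its output was seen before the tests by thinning, transcript length, abundant transcripts, effective length and correlation were chosen, and it led to the added DESeq2 alternative with a prior on fold changes. No transcript was given a symbol, and results for named genes, gene lists and cell type markers are not reported here. The 3 transcripts given by identifier are the largest rise at day 1 and the largest rise and fall at day 14 among transcripts that passed the thresholds, with a mean of at least 1 CPM and groups that did not overlap. They were chosen after their values were seen.

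Differential expression was tested with edgeR 4.0.16 in R 4.3.3 (filterByExpr, TMM, robust glmQLFit with the quasi-likelihood method that is this version's default, glmQLFTest), with the 12 libraries in 1 fit. Standard thresholds were an adjusted p under 0.05 and a change of more than 2-fold, as in the paper. A fold change against a group with at most 3 counts in every library is given as a lower bound against 3 counts. Principal components were computed from log2 CPM with a prior count of 2 for the 500 most variable transcripts, centred and not scaled. The distances between libraries were tested by permuting the group labels 100000 times.

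The alternatives set before the data were examined were DESeq2 1.42.0 with and without a transcript-length offset, upper-quartile and RLE normalization, no filter beyond 1 count in total, at least 10 counts in every sample, only the 2 compared groups in the fit, a replicate block, no fold threshold, a test against a 2-fold change, and leaving out each replicate. A normal prior on DESeq2's fold changes and edgeR's bias-adjusted quasi-likelihood method were added after seeing the data. The edgeR script was tested on simulated counts with 200 changed transcripts, of which it recovered 159, with a median error of 0.25 on the log2 scale. The changed transcripts were above a minimum expression in the controls, and no division of reads among transcripts was simulated. The test thus covers the script and not the power in these data.

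The precision is limited by 3 libraries per group. The tables give no uncertainty for the division of reads among transcripts of a gene, and its part in the spread between libraries was not tested. An exact permutation test of 3 libraries against 3 cannot give a p below 0.1.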

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

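All tests in this part but the count of splits were chosen before the result was seen, and the fit used for the splits was changed after a first result.

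In a direct test of day 14 against day 1, 287 transcripts passed the thresholds, 108 higher and 179 lower at day 14 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Of the 10 splits of the 6 libraries, 1 gave as many, the real one, and the largest number in another split was 122. The splits were first counted in fits of only the 6 compared libraries, where the real split gave 0 and every split therefore gave as many. After that was seen, they were counted in the fit of the 12 libraries, which is the fit behind the 287. With 10 splits the share cannot fall below 0.1, so chance cannot be told apart from a difference between the days by this count. The number and its balance of directions rested on single libraries. Without replicate 2 of day 1 it was 1124, with 639 higher and 485 lower, without replicate 3 of day 14 it was 96, with 53 higher and 43 lower, and without replicate 2 of day 14 it was 33, with 10 higher and 23 lower. Depth does not account for the larger number of calls at day 14 against control. After all libraries were thinned to 20466899 counts, 196 transcripts passed at day 14 against 1 at day 1. After a trend with transcript length was removed from each library, 166 passed at day 14, and 201 passed when the 100 most abundant transcripts were left out, against 1 at day 1 in both. Batches of library preparation are not given in the labels or the paper's text and stay open, as does a biological difference between the days.

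Between day 3 and day 1 the same test called 1 transcript, which was lower at day 3, while 2596 had an unadjusted p under 0.05. Of the 10 splits, 6 gave as many. Without replicate 2 of day 1, 52 transcripts passed, 48 higher and 4 lower at day 3. DESeq2 with size factors called 692, of which 456 were higher and 236 lower at day 3, so whether transcripts differ between these days depended on the test.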

How the results depend on the processing

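The numbers of transcripts past the thresholds depended on the tool more than on the scaling. At day 1, day 3 and day 14 against control they were 1, 4 and 193 with edgeR and TMM. DESeq2 gave 416, 1799 and 1790 with size factors, and 417, 1804 and 1781 with the transcript-length offset. For day 3 against day 1 it gave 692 and 693 against edgeR's 1, and for day 14 against day 1 it gave 1797 in both settings against 287. The direction also moved: DESeq2 with size factors had 214 higher and 202 lower at day 1, 873 and 926 at day 3, and 925 and 872 for day 14 against day 1, where edgeR had 108 and 179. The cause of the gap at day 1 was not tested. RLE and upper-quartile normalization kept the 5 numbers within 1.5 times; upper-quartile normalization gave 3 higher and 2 lower at day 3, against 3 and 1.

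With at least 10 counts in every sample, 18000 transcripts were tested, and 0, 256 (176 higher, 80 lower) and 482 passed at day 1, day 3 and day 14, with 0 for day 3 against day 1 and 628 for day 14 against day 1. Unadjusted p was under 0.05 for 1845 transcripts at day 1 and 2161 for day 3 against day 1. With only the 2 compared groups in the fit, the numbers were 0, 903 (308 higher, 595 lower) and 0 against control, and 0 for both comparisons with day 1, while 1257, 4243, 2154 and 3179 transcripts had an unadjusted p under 0.05 where none passed. This alternative lowered 4 of the 5 numbers and raised that of day 3, and the cause was not tested. The test against a 2-fold change passed 7 transcripts at day 14 and 13 for day 14 against day 1.

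With a replicate block, 0 transcripts passed at day 1 (1711 with an unadjusted p under 0.05), 46 at day 14 and 64 for day 14 against day 1. Replicate numbers gave little sign of pairing as a set. Deviations from the group means correlated above 0.1 in 1 of 18 pairs with the same number, with a median of -0.013. That pair was untreated control replicate 3 with day 1 replicate 3, at 0.178. The highest value among pairs with different numbers was 0.0989. Whether control libraries came from the untreated side of treated rats was not tested, so shared animals are not excluded.

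After seeing the data, 2 alternatives were added. A normal prior on DESeq2's fold changes gave 88, 1267 and 1316 against control, 348 for day 3 against day 1 and 1304 for day 14 against day 1. The bias-adjusted method of edgeR gave 1, 86 and 436 against control, 0 for day 3 against day 1 (3053 with an unadjusted p under 0.05) and 643 for day 14 against day 1. The cause was not tested.

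Across the fits that each left out 1 of the 6 libraries, the number ranged from 3 to 33 at day 1 (33 without replicate 2 of day 1), from 3 to 21 at day 3 (21 without control replicate 3) and from 15 to 337 at day 14 (15 without replicate 2 and 337 without replicate 3 of day 14). At day 14 more transcripts were lower than higher without control replicate 1 (18 higher, 25 lower), control replicate 2 (14 and 33), day 14 replicate 1 (11 and 33) and day 14 replicate 2 (4 and 11), as with the replicate block (21 and 25), and more were higher with all libraries (109 and 84), without control replicate 3 (54 and 38), without day 14 replicate 3 (233 and 104) and with DESeq2's size factors (1130 and 660). It ranged from 1 to 52 for day 3 against day 1 and from 33 to 1124 for day 14 against day 1, in both cases highest without replicate 2 of day 1.

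The share of PC1, 22.7%, was 38.7% with variance-stabilized counts and 16.4% with all 28016 transcripts. The cause was not tested. The 3 transcripts given by identifier kept their direction under every alternative that tested them. ENSRNOT00000107207.1 and ENSRNOT00000105301.1 each had an adjusted p above 0.05 in 2 of 15 alternatives, the replicate block and the fit of 2 groups, and ENSRNOT00000000514.7 in 7 of 15. The filter of 10 counts in every sample left the 3 transcripts out. Tests of gene lists were not run, since no transcript was assigned to a gene.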

Differences from the paper's values

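The paper counts genes, and the numbers here count transcripts, so they are not on one scale; no sum per gene was made. The paper's numbers of differentially expressed genes at day 1, day 3 and day 14 are 59, 1185 and 1116, and edgeR called 1, 4 and 193 transcripts. The paper's text gives these numbers for both thresholds. The copy of Supplementary Table 2 at hand holds 1997 of 18278 rows for day 1, sorted by adjusted p and reaching beyond 0.05, and in it 59 genes have an adjusted p under 0.05, of which 51 also change more than 2-fold. The 59 is thus the number without the fold threshold, for which edgeR's number of transcripts at day 1 is also 1. Among the alternatives set before the data were examined, none came within 1.5 times of the paper's number at day 1 or day 14, and at day 3 only the fit of the 2 compared groups did, with 903. DESeq2 with size factors gave 416, 1799 and 1790. DESeq2 with a normal prior on fold changes, chosen after seeing the values, gave 88, 1267 and 1316. These are within 1.5 times of the numbers in the paper's text, but the 88 is for both thresholds and is not within 1.5 times of the 51 genes that pass both.

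Supplementary Fig. 2 gives PC1 as about 47% and PC2 as about 27% of the variance, read by eye. Here they held 22.7% and 12.5%. With variance-stabilized counts, an alternative set before the data were examined, they held 38.7% and 24.9%, within 1.5 times of the figure, and the other alternatives did not come within it for PC1 or PC2.

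The day 3 panel of Fig. 2A gives about 370 genes past the thresholds, higher and lower together, which differs from the number in the paper's text. Against control at day 3, edgeR called 4 transcripts, and the filter of at least 10 counts in every sample, with 256, was the alternative set before the data were examined that came within 1.5 times of about 370. For day 3 against day 1, edgeR called 1 transcript, and no such alternative came within 1.5 times. DESeq2 with a normal prior on fold changes, chosen after seeing the values, gave 348 for day 3 against day 1 and 1267 for day 3 against control.

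In the paper's results the libraries are said to cluster by day. Per transcript, the nearest library belonged to the same group for 7 of 12 libraries and for none of the 3 day 1 libraries. That is by distance over the 500 most variable transcripts of log2 CPM. By distance on PC1 and PC2 alone, the number was 7 of 12 for these transcripts. On PC1 and PC2 it was 5 of 12 with all 28016 transcripts and 5 of 12 with a prior count of 0.5. On PC1 and PC2 of log2 CPM, day 1 replicates 1 and 2 were nearest to each other. There, day 3 replicates 1 and 3 were nearest to day 1 replicate 3. Over the 500 transcripts the groups held 37.0% of the squared distances, against a permuted median of 26.9% (one-sided permutation test, p = 0.00439).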

Other observations

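The test of Fig. 2A was written with the figure and the supplement in hand, and the test of edgeR against DESeq2 and the splits between days were chosen after the result was seen. The other tests were chosen before it.

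Fig. 2A may plot day 3 against day 1 in the panel headed day 3 against control. The copy of Supplementary Table 2 at hand holds 1998 of 18279 rows for day 3, and its day 1 and day 3 parts were used here to look up single genes. Of the genes labelled in that panel, Rcn3, Retn and Lep are in both held parts. Their positions in the panel, read by eye, lay on average 0.19 (log2) from the paper's listed fold changes of day 3 minus those of day 1, and 1.31 from the listed fold changes of day 3 against control. The held part of the paper's day 3 list has 1100 genes past both thresholds. This rests on 3 genes and on values of the paper.

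At day 1 few transcripts passed the thresholds. A larger spread between the day 1 libraries is a candidate explanation: without replicate 2 of day 1, 33 passed against 1. Every other library left out also moved the number, to between 3 and 7, so that 1 call is a low base and this test could hardly have come out otherwise. The number with an unadjusted p under 0.05 (edgeR) was 2178 with all libraries and 4244 without replicate 2 of day 1. With each other library left out, it was between 1103 and 2676. Chi-square per degree of freedom was 213 and 144 for the day 1 pairs with replicate 2 and 90.0 for the third. A day 14 pair had 157, although 193 transcripts passed at day 14. The values that go with the explanation rest on 1 library, and it stays open. Of the 10 splits of the day 1 and control libraries, 7 gave as many transcripts past the thresholds as the real one. At day 3 and day 14 the real split alone did, 1 of 10 in each, and the largest numbers in other splits were 2 and 4. With 3 libraries against 3 these shares cannot be below 0.1. In a first count of the splits, in fits of only the compared libraries, the real split gave 0 at day 1 and day 14, so that every split gave as many, and 903 at day 3. The fit of the 12 libraries was taken after that was seen.

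Replicate 2 of day 1 lay among the control libraries on variance-stabilized counts. Its total of 23009910 counts is within the range of the other libraries, which argues against depth. Its median effective transcript length of 2066.32 is between 2055.5 and 2073.0, the range of the other libraries, which argues against different fragment lengths. An exchange of labels with a control library was not told apart from a weak response. By distance over the 500 transcripts of log2 CPM, 2 control libraries were nearest to replicate 1 or 3 of day 1. On PC1 and PC2 of variance-stabilized counts 0 were, but that is another distance. On PC1 and PC2 of log2 CPM, control replicates 1 (59.4, -26.6) and 2 (61.1, -24.3) lay together. Control replicate 3 (5.93, 13.5) lay closer to replicate 2 of day 1 (31.4, 22.0) than to replicates 1 (43.0, 0.0097) or 3 (-30.4, 18.6). The result thus depended on the distance used, and an exchange stays open. A treatment that missed part of the tissue sampled was not tested.

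DESeq2 called far more transcripts than edgeR at day 3. Transcripts whose counts switch between near 0 and many among replicates are a candidate cause. With at least 10 counts in every sample, which leaves none of them, edgeR's number at day 3 rose from 4 to 256, and the prior degrees of freedom that it shares across transcripts rose from 1.85 to 3.03. The filter also leaves out transcripts absent from a whole group, and leaves fewer transcripts to adjust for. DESeq2 was not run under it, so whether the gap between the tools narrowed is unknown. Without this filter, edgeR's number at day 3 also rose, to 903, in the fit of only the 2 compared groups. The rise to 256 therefore cannot single out the switching transcripts as the cause. At day 1 the number did not rise under this filter.

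The fold changes of different days were correlated across transcripts, which are not independent replicates. Pearson's r was 0.524 for day 3 and day 14, 0.562 for day 1 and day 3, and 0.467 for day 1 and day 14. These comparisons share the control libraries. In 20 simulations all 12 libraries, controls included, were drawn without change around the control means. They gave 0.483 to 0.523, 0.476 to 0.526 and 0.474 to 0.523 for the same pairs. The observed deviations of single control libraries are not part of the simulated ranges. The value for day 1 and day 3 lay above its simulated range and that for day 1 and day 14 below it, and no explanation of either was tested. For day 3 and day 14 the excess is too small, against an approximate simulation, to tell a shared response from the shared controls.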
